# Transcriptomic changes underlying EGFR inhibitor resistance in human and mouse models of basal-like breast cancer

**DOI:** 10.1038/s41598-022-25541-3

**Published:** 2022-12-08

**Authors:** Narmeen S. Rashid, David C. Boyd, Amy L. Olex, Jacqueline M. Grible, Alex K. Duong, Mohammad A. Alzubi, Julia E. Altman, Tess J. Leftwich, Aaron D. Valentine, Nicole S. Hairr, Emily K. Zboril, Timothy M. Smith, Adam D. Pfefferle, Mikhail G. Dozmorov, J. Chuck Harrell

**Keywords:** Breast cancer, Breast cancer, Cancer genomics, Cancer therapy, Cancer therapeutic resistance, Cancer

## Abstract

The goals of this study were to identify transcriptomic changes that arise in basal-like breast cancer cells during the development of resistance to epidermal growth factor receptor inhibitors (EGFRi) and to identify drugs that are cytotoxic once EGFRi resistance occurs. Human patient-derived xenografts (PDXs) were grown in immunodeficient mice and treated with a set of EGFRi; the EGFRi erlotinib was selected for more expansive in vivo studies. Single-cell RNA sequencing was performed on mammary tumors from the basal-like PDX WHIM2 that was treated with vehicle or erlotinib for 9 weeks. The PDX was then subjected to long-term erlotinib treatment in vivo. Through serial passaging, an erlotinib-resistant subline of WHIM2 was generated. Bulk RNA-sequencing was performed on parental and erlotinib-resistant tumors. In vitro high-throughput drug screening with > 500 clinically used compounds was performed on parental and erlotinib-resistant cells. Previously published bulk gene expression microarray data from MMTV-Wnt1 tumors were contrasted with the WHIM2 PDX data. Erlotinib effectively inhibited WHIM2 tumor growth for approximately 4 weeks. Compared to untreated cells, single-cell RNA sequencing revealed that a greater proportion of erlotinib-treated cells were in the G1 phase of the cell cycle. Comparison of WHIM2 and MMTV-Wnt1 gene expression data revealed a set of 38 overlapping genes that were differentially expressed in the erlotinib-resistant WHIM2 and MMTV-Wnt1 tumors. Comparison of all three data types revealed five genes that were upregulated across all erlotinib-resistant samples: IL19, KLK7, LCN2, SAA1, and SAA2. Of these five genes, LCN2 was most abundantly expressed in triple-negative breast cancers, and its knockdown restored erlotinib sensitivity in vitro. Despite transcriptomic differences, parental and erlotinib-resistant WHIM2 displayed similar responses to the majority of drugs assessed for cytotoxicity in vitro. This study identified transcriptomic changes arising in erlotinib-resistant basal-like breast cancer. These data could be used to identify a biomarker or develop a gene signature predictive of patient response to EGFRi. Future studies should explore the predictive capacity of these gene signatures as well as how LCN2 contributes to the development of EGFRi resistance.

## Introduction

Triple negative breast cancer (TNBC) is an aggressive, highly metastatic breast cancer subtype that is characterized by a lack of hormone receptors and human epidermal growth factor receptor 2 (HER2)^1,2^. Thus, TNBC patients are not candidates for endocrine therapies or targeted therapy with anti-HER2 agents. TNBC patients face limited therapeutic options; chemotherapy is standard of care. TNBCs are a heterogeneous class and can be categorized into distinct subtypes: basal-like (1 and 2), claudin-low, immunomodulatory, mesenchymal-like, mesenchymal stem-like, and luminal androgen receptor positive^3,4^. These subtypes are transcriptionally distinct and display unique biology, immune composition, and sensitivity to chemotherapy^5^. Basal-like TNBCs are associated with the worst prognoses of all TNBC subtypes, indicating a need to identify efficacious treatment strategies for basal-like TNBC^6^. Drug resistance is a major clinical problem in basal-like TNBCs; we were interested in identifying strategies to overcome this clinical deficit by using targeted drugs, particularly EGFR inhibitors (EGFRi).

Basal-like breast cancers express relatively high levels of epidermal growth factor receptor (EGFR) compared to other breast cancer subtypes^7^. The EGFR family is composed of four categories of transmembrane tyrosine kinase receptors (ERBB1-4)^8^. Upon ligand binding, the inactive EGFR monomers dimerize to form active heterodimers. Dimerization is necessary for phosphorylation of the intracellular receptor kinase domain and activation of downstream pathways^8^. Once phosphorylated, EGFR can activate the PI3K/AKT and RAS signaling pathways. EGFRs are overexpressed and/or mutated in many cancers, including breast cancer^9^. EGFR overexpression or mutation can lead to aberrant signaling and promotion of uncontrolled cell growth and proliferation. EGFR overactivation in cancers is associated with poorer prognoses^9^. Currently, EGFRi are standard of care for patients with EGFR mutation-positive non-small cell lung cancer (NSCLC)^10^. However, the majority of patients treated with EGFRi for EGFR mutation-positive NSCLC will develop resistance to EGFRi^10^. Secondary mutations to the EGFR ligand binding domain, activation of compensatory pathways, and impairment of EGFR-EGFRi mediated apoptotic pathways are all mechanisms of resistance^11–13^. HGF overexpression, low BIM expression, PIK3CA mutations, and PTEN deletions have been associated with primary resistance to EGFRi^14^. In TNBC clinical trials, EGFRi have exhibited a modest response in combination with platinum compounds in a subset of patients, highlighting the need for predictors of therapeutic selection^15,16^.

PDXs have been shown to largely maintain the properties of the patient tumors from which they were derived^17^. Previous studies have found that basal-like PDXs have transcriptional profiles and metastasis patterns similar to patient samples within The Cancer Genome Atlas (TCGA) breast cancer cohort dataset^18^. In addition, several of these models have been found to be insensitive to chemotherapeutics^19,20^. In this study, we sought to identify a basal-like patient-derived xenograft (PDX) that was sensitive to EGFRi treatment, develop an EGFRi-resistant subline, and then, identify transcriptomic alterations underlying acquired resistance through bulk and single-cell RNA sequencing. Parallel analyses of transcriptomic data from isogenic transgenic mouse models of basal-like disease were incorporated to identify shared transcriptomic characters underlying EGFRi resistance. We also sought to identify drugs that demonstrate high levels of cytotoxicity in erlotinib-resistant basal-like PDXs via high-throughput drug screening. We hypothesize that these insights could be beneficial for (1) stratification of patients that could be responsive to EGFRi and (2) identification of effective therapies for patients with EGFRi-resistant disease.

## Methods

### In vivo growth of breast cancer PDX models

The following basal-like triple-negative breast cancer PDX models were used in this study: (HCI-001, UCD52, WHIM2). HCI-001 was obtained from the Huntsman Cancer Institute, University of Utah; WHIM2 was obtained from Washington University, St. Louis; UCD52 was obtained from the University of Colorado. All studies involving mice were approved by the Virginia Commonwealth University (VCU) Institutional Animal Care and Use Committee (IACUC) (Protocol# AD10001247), and all experiments were performed in accordance with IACUC guidelines and regulations, as well as the ARRIVE guidelines 2.0. Tumor fragments were grown in the mammary fat pads of female non-obese diabetic severe combined immunodeficient gamma (NSG) mice (The Jackson Laboratory, strain #005557). When tumors reached approximately 10 mm × 10 mm, the mice were euthanized with isoflurane anesthesia, cervical dislocation and thoracotomy, and the tumors were excised. Tumors were prepared into single-cell suspensions using a previously described protocol^21^. Single-cell suspensions were used for serial passaging by suspending tumor cells 1:1 in Matrigel (Corning) or Cultrex (Bio-Teche) and injecting tumor cells (500,000 cells per injection) into the mammary fat pads of mice. Single-cell suspensions were also used for in vitro drug screens.

### In vivo drug treatments

For the study in Supplementary Fig. 1, all drugs were dissolved in a solution of 1% methylcellulose + 0.1% Tween-80 and administered via oral gavage. Drugs were administered daily for 10 days: CO-1686 [100 mg/kg], erlotinib [100 mg/kg], gefitinib [200 mg/kg], dacomitinib [10 mg/kg], lapatinib [100 mg/kg], and afatinib [50 mg/kg]. For longer-term erlotinib treatment, mice received 367 ppm erlotinib-incorporated mouse chow (Envigo) ad libitum until a resistant phenotype arose.

### High-throughput drug screens

Single-cell suspensions of PDX cells were plated in 96-well plates at 16,000 cells per well in M87 medium and treated with 516 drugs (ApexBio DiscoveryProbe FDA-approved Drug Library) at 10 µM^22^. After 72 h, the CellTiter-Glo Luminescent Viability Assay (Promega) was used according to the manufacturer’s protocol. Cell viability was quantified by normalizing treated wells to vehicle (0.1% DMSO) wells to produce a percent of vehicle value. Drug cytotoxicity was compared between the parental WHIM2 and erlotinib-resistant WHIM2 PDXs. Three separate tumors were tested in duplicate, and replicates were then averaged for each PDX.

### Single-cell RNA sequencing

Single-cell transcriptomes were obtained from 1,314 parental tumor cells and 844 erlotinib-resistant tumor cells with a 10× Genomics Chromium single-cell controller utilizing a 10× Genomics Single Cell 3′Reagent kit standard protocol. Libraries were then sequenced on an Illumina Nextseq500/550 with 42-bp paired end reads, or a HiSeq2500 v4 with 125-bp paired end reads. The 10X Genomics CellRanger v6 software suite of tools was used to align samples and calculate gene expression. An in-house R script utilizing the Seurat v3.1.5 package was used to remove poor quality or dead cells. Additional filtering and realignment were performed to remove mouse cells. A final merged dataset containing only human cells was created using CellRanger. 10X Loupe Cell Browser v6.0.0 was used to visualize cell clusters and perform differential gene expression analyses across clusters^23^. Chi-squared test was performed using GraphPad Prism v.9.2.0 to identify if differences in the proportion of cells in each phase of the cell cycle were statistically significant between parental and erlotinib-treated tumors.

### Bulk RNA-sequencing

Parental WHIM2 (*n* = 4) and erlotinib-resistant WHIM2 (*n* = 3) mammary tumors tissues were excised and flash frozen. RNA was prepared with the Qiagen RNeasy mini kit. Sequencing libraries were prepared with NEBNext Ultra II RNA Library Prep Kit for Illumina using manufacturer’s instructions (New England Biolabs). The sequencing libraries were multiplexed and clustered onto a flowcell. After clustering, the flowcell was loaded onto the Illumina HiSeq instrument according to manufacturer’s instructions. The samples were sequenced using a 2 × 150 bp Paired End (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexed using Illumina bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification. Approximately 30 M reads were obtained per sample. Reads were aligned to a hg38 human reference genome. DEseq2 was utilized to identify fold change in gene expression and genes significantly differentially expressed in erlotinib-resistant WHIM2 tumors; *P* < 0.05 was considered statistically significant^24^. Gene Set Enrichment Analysis (GSEA) was performed to identify upregulated and downregulated genetic programs^25,26^.

### Ingenuity pathway analysis

Qiagen Ingenuity Pathway Analysis (IPA) was used to perform network analyses^27^. False discovery rate adjusted p-values (q-values) were calculated for bulk RNA-sequencing data to identify significantly differentially expressed genes in parental and erlotinib-resistant WHIM2 samples. IPA was performed on 228 genes meeting the following parameters: log experimental fold change > 2.0 and q-value < 0.05. 

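In the deposited counts of the 4 parental and 3 erlotinib-resistant WHIM2 tumors, 226 genes had a log2 fold change above 2 or below -2 and an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 156 were higher and 70 lower in the erlotinib-resistant tumors. Read as a plain fold change over 2 in place of a log2 fold change, the criterion was met by 658 genes. DESeq2 gave 321 genes with a log2 fold change above 2 or below -2, 231 higher and 90 lower.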

Pathway analyses revealed upregulated and downregulated gene expression programs between samples.

### Immunohistochemistry

Immunohistochemical staining was performed on formalin-fixed, paraffin-embedded WHIM2 tumors. Heat-induced antigen retrieval was performed in pH 9 Tris–EDTA using a Dakocytomatin Pascal Pressure Chamber. EGFR (Cell Signaling Technology, 2232S) antibody was diluted 1:50 in SignalStain Antibody Diluent (Cell Signaling Technology) and was applied to sections from parental and erlotinib-resistant WHIM2 tumors. Detection was performed using the Rabbit Dako EnVision System (Agilent K406511–2). Slides were imaged using Zeiss Axio Observer with Zen software. Quantification of immunohistochemical staining was performed using ImageJ plugins IHC Toolbox and IHC Profiler^28^. T-tests were performed on GraphPad Prism v.9.2.0 to determine if differences in staining were statistically significant between groups.

### Wnt1-Early vs Wnt1-Late gene expression analysis

Gene expression microarray data from 37 untreated, FVB MMTV-*Wnt1* tumors were downloaded from the UNC Microarray Database as log2 Cy5/Cy3 ratios, filtering for probes with Lowess normalized intensity values greater than ten in both channels and for probes with data on greater than 70% of the microarrays^29,30^. After median centering the expression of each probe and imputing via the ten-nearest neighbor gene values, the dataset was collapsed by averaging the expression of probes corresponding to the same gene symbol. A two-class (Wnt1-Early vs Wnt1-Late) Significance Analysis of Microarrays (SAM) analysis was performed to identify differentially expressed genes^31^.

### Identification of 38 overlapping differentially expressed genes in basal-like erlotinib-resistant samples

DEseq2 identified 1641 significantly differentially expressed genes in erlotinib-resistant WHIM2 compared to parental WHIM2 (*P*_*adj*_ < 0.05). Of these genes, 521 had a fold change greater than or equal to 1.5. 

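The counts of the 4 parental and 3 erlotinib-resistant WHIM2 tumors gave 987 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, among 14986 genes with enough counts to be tested. Of these, 648 were higher and 339 lower in the erlotinib-resistant tumors. DESeq2 on the same counts gave 1639 genes, 991 higher and 648 lower, and 984 of them were also called by edgeR. The count moved most when the 2 tumors with the lowest TMM scaling factors, 1 of each group, were given a term of their own in the edgeR fit, a setting chosen after seeing the data, which gave 4942 genes. Without the third erlotinib-resistant tumor, 434 genes passed.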

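A fold change of at least 1.5 in either direction was met by 955 of the genes called by edgeR, 626 higher and 329 lower. When 1.5 was taken as a log2 fold change, 393 genes passed, 279 higher and 114 lower. DESeq2, the program the paper names, gave 1442 genes with a fold change of at least 1.5 and 521 with a log2 fold change of at least 1.5, 373 higher and 148 lower, a pairing chosen after seeing the values. All 38 genes of Fig. 5B, which the study drew from those past its 1.5 criterion, had a log2 fold change of at least 1.5 in either direction in DESeq2. With DESeq2, the paper's count thus matches 1.5 on the log2 scale and not as a plain fold change. In edgeR, P1 and P2 summed gave 524 genes with a plain fold change of at least 1.5.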

SAM analysis identified 9424 significantly differentially expressed genes in Wnt-Late compared to Wnt-Early (SAM q-value < 5%). Of these genes, 2833 genes had a fold change greater than or equal to 1.5. Significantly differentially expressed genes with a fold change ≥ 1.5 in erlotinib-resistant WHIM2 and Wnt-Late were compared. There were 92 overlapping genes. Of these genes, 38 were upregulated or downregulated in the same direction in erlotinib-resistant WHIM2 and Wnt-late samples. Heatmaps depicting differential gene expression were created using Morpheus (https://software.broadinstitute.org/morpheus/). Data were hierarchically clustered by both samples (erlotinib-sensitive vs resistant) and genes using the one minus Pearson correlation metric and average linkage method. Boxplots of TCGA data were generated with http://ualcan.path.uab.edu/index.html^32,33^.

### Transient knock-down of LCN2 using siRNA lipofection

WHIM2 erlotinib-resistant cells were harvested and transfected per the manufacturer’s protocol. For the experimental group, siGENOME Human LCN2 siRNA SMARTPool (Dharmacon) was utilized, which contained four targeting siRNAs for the LCN2 transcript. For the control group, a non-targeting siGENOME siRNA control pool (Dharmacon) of four siRNAs were used. Both siRNAs and DharmaFECT 1, a lipo-based transfection reagent, were diluted into serum-free, antibiotic-free media separately and shortly incubated. Then, for each group, the siRNA and DharmaFECT media were plated together in 100 mm dishes for another incubation period. Cells were suspended in antibiotic-free media containing serum, plated on top of the siRNA and DharmaFECT media solution, and gently mixed. Optimization led to a transfection period of 1 day. Transfection was ended by replacing transfection media with M87 media. Knock down was confirmed via western blot analysis.

### Ethical approval and consent to participate

All animal and cell line work were done according to VCU Institutional Animal Care and Use Committee protocols.

## Results

### Select EGFR inhibitors reduced the growth of the WHIM2 PDX

In previous studies, the WHIM2 basal-like PDX was not responsive to the chemotherapeutic carboplatin^19,20^; however, several different EGFRi demonstrated cytotoxic activity in vitro^21^. To identify EGFRi that were effective in vivo, NSG mice bearing palpable WHIM2 mammary tumors were treated daily with one of six different EGFRi: CO-1686, erlotinib, gefitinib, dacomitinib, lapatinib, or afatinib. At the concentrations tested, erlotinib, gefitinib, dacomitinib, and afatinib each prevented tumor growth over a 10-day period (Supplementary Fig. 1). Since erlotinib is FDA-approved for clinical use and has a well-characterized side effect profile, it was chosen as the EGFRi to be used for the remainder of the study. A separate cohort of WHIM2 tumor-bearing mice was then treated with erlotinib-incorporated mouse chow, which also successfully inhibited tumor growth (Supplementary Fig. 1).

### Development of an acquired erlotinib-resistant PDX model

The tumor growth inhibitory activity of erlotinib was next assessed across two additional basal-like PDXs: UCD52 and HCI-001; however, no significant effect on tumor growth was observed in these models (Fig. 1A,B). Longer-term treatment of the WHIM2 PDX found that erlotinib effectively prevented tumor growth for at least 4 weeks before tumor growth resumed (Fig. 1C). Drug-resistant tumors were serially passaged into new recipient mice (2nd passage) which were then treated with erlotinib chow. This process was repeated a second time (3rd passage), and the tumor growth rate was similar to the parental WHIM2 (Fig. 1D). The erlotinib-resistant PDX was termed WHIM2/ErlR.

**Figure 1:**
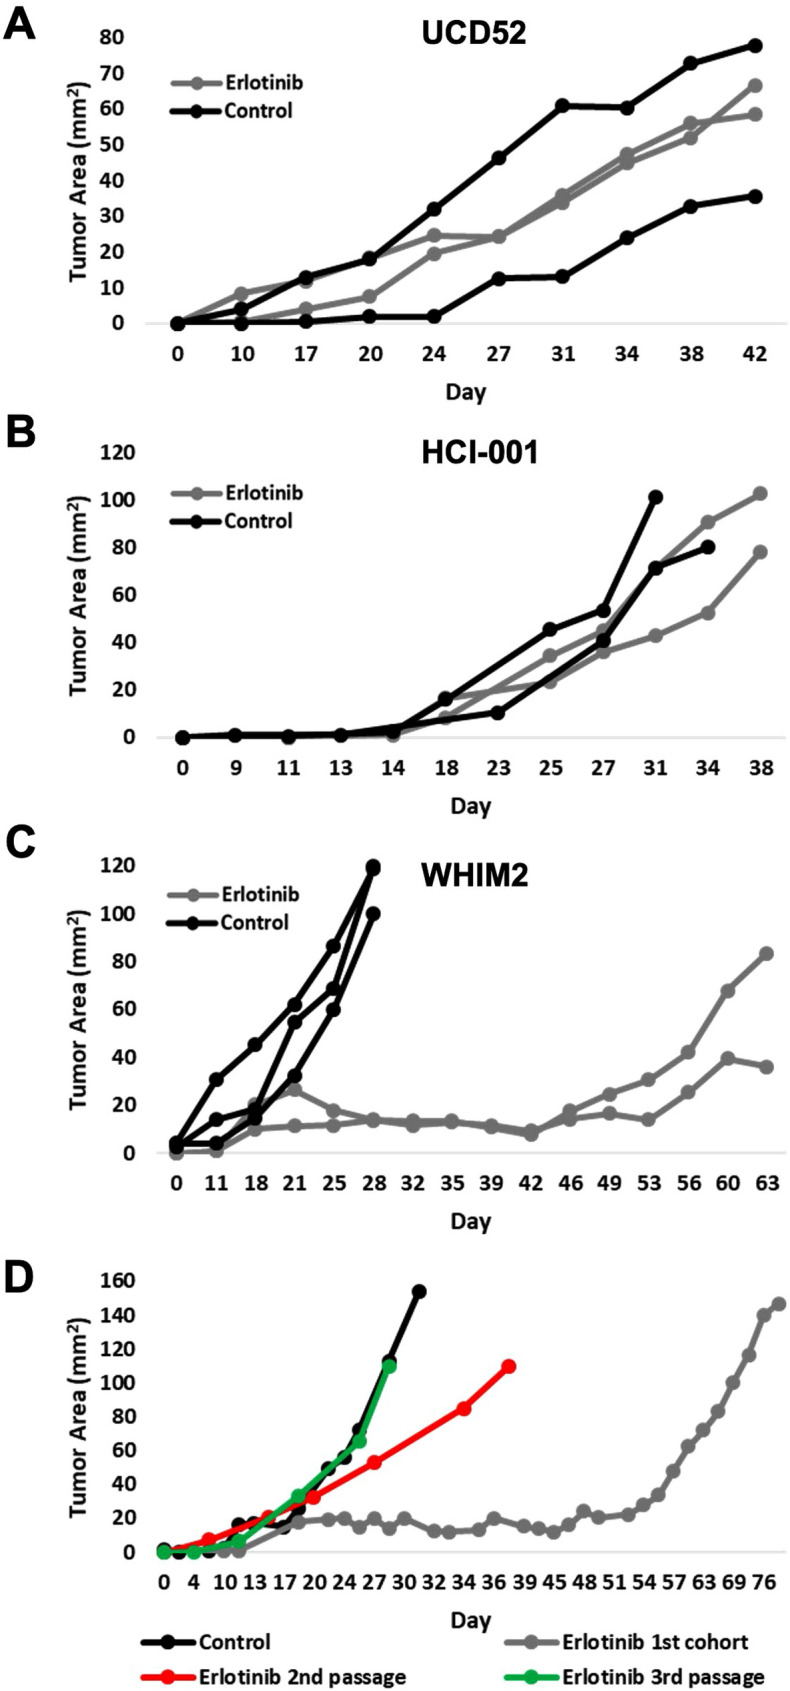
Development of acquired erlotinib-resistance in an erlotinib-sensitive PDX. (**A**) UCD52; (**B**) HCI-001; and (**C**) WHIM2 PDXs were treated with erlotinib-incorporated mouse chow ad libitum once tumors were palpable; (**D**) WHIM2 tumors were treated with erlotinib chow until resistance arose (1st passage) (*n* = 2). The first cohort of resistant tumors were passaged into a second cohort of mice (2nd passage) (*n* = 4), and mice were treated with erlotinib chow once tumors were palpable. The second cohort’s tumors were then passaged into a third cohort of mice and treated with erlotinib chow. The third cohort’s tumors were considered erlotinib-resistant (*n* = 10).

### Identification of compounds that were cytotoxic to WHIM2/ErlR cells

When primary or secondary drug resistance occurs in the clinical setting, new therapeutic approaches are needed. Therefore, 516 clinically-utilized compounds were individually tested for cytotoxic activity on single-cell suspensions obtained from WHIM2 or WHIM2/ErlR cells. Interestingly, the majority of compounds displayed similar efficacy on both the parental and WHIM2/ErlR cells (Fig. 2). Notable exceptions that demonstrated greater efficacy on WHIM2/ErlR cells included elvitegravir (GS-9137), an integrase inhibitor used to treat human immunodeficiency virus infection, and atovaquone, a quinone antimicrobial. Conversely, several drugs demonstrated reduced efficacy on the WHIM2/ErlR cells, including birinapant, aprepitant, and imatinib. Importantly, most of the highly cytotoxic drugs resulted in cell death to both parental and WHIM2/ErlR cells. Examples include topoisomerase inhibitors (doxorubicin, idarubicin, epirubicin), proteasome inhibitors (MLN2238/Ixazomib, CEP-18770, carfilzomib), HDAC inhibitors (belinostat, PCI-24781), and other EGFR inhibitors (neratinib, dacomitinib, afatinib), among others.

**Figure 2:**
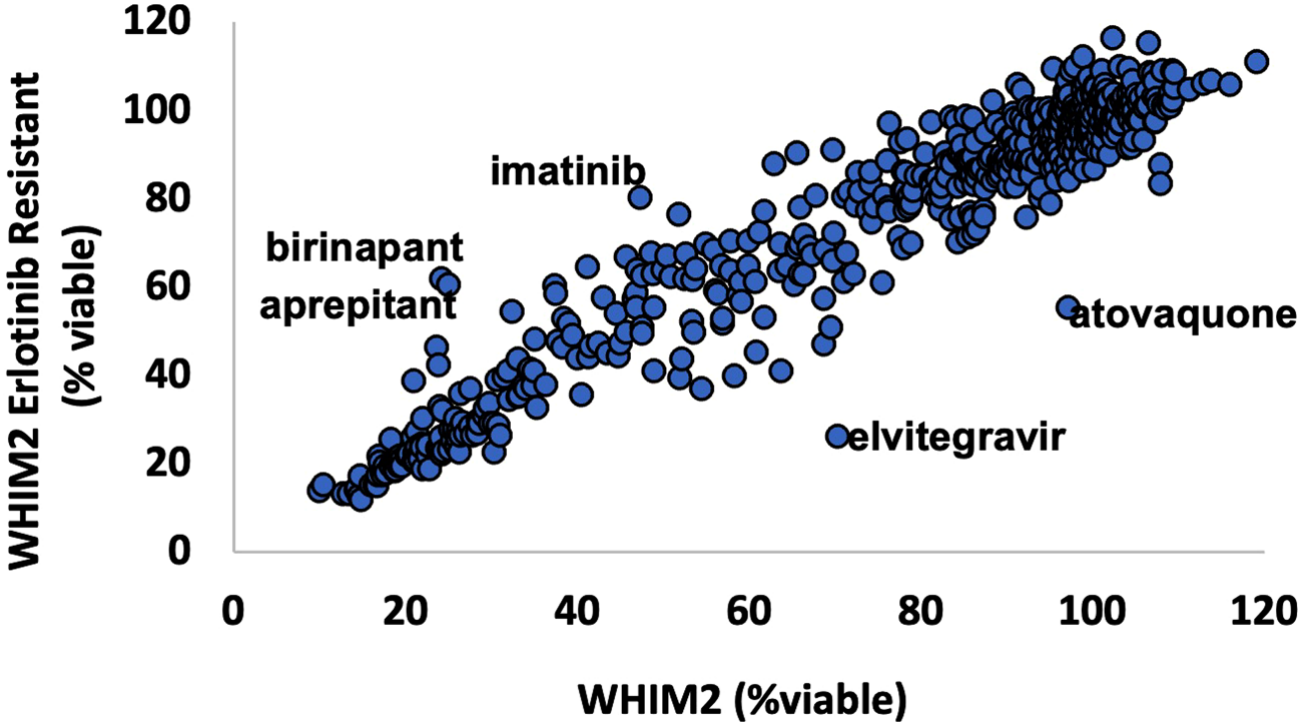
Assessment of 516 FDA-approved and clinically used drugs on parental and erlotinib-resistant WHIM2 PDXs. Tumors were excised from mice, prepped into single cell suspensions, plated in 96-well dishes, and treated with 10 μM of drug. Cell viability was assessed with CellTiter-Glo after 72 h of treatment and normalized to DMSO vehicle control. Parental (*n* = 3) and erlotinib-resistant (*n* = 3) tumors were treated in triplicate.

### Single-cell transcriptional responses to erlotinib treatment

Single-cell RNA-sequencing (scRNA-seq) was used to identify transcriptional changes that occurred at the single-cell level upon the development of erlotinib resistance in the WHIM2 PDX. Mice with palpable WHIM2 PDX tumors were treated with erlotinib until drug-resistance occurred (9 weeks). Treated and control tumors were prepared into single-cell suspensions, and scRNA-seq was performed. In total, 1,314 control cells and 844 treated cells were analyzed. Uniform Manifold Approximation and Projection (UMAP) based images of all cells were developed based on transcriptomic data from all significantly differentially expressed genes (Fig. 3A). Cell cycle phase specific gene expression signatures were assessed for each cell to determine if there were differences in the proportion of cells in each phase of the cell cycle due to treatment (Fig. 3B). Chi-squared test revealed a significant association between erlotinib treatment status and proportion of cells in each phase of the cell cycle (Χ^2^ = 208.6, df = 2, *P* < 0.0001). In the erlotinib-treated sample, there was an increase in the proportion of cells that were identified in the G1 cell state compared to the untreated sample (Fig. 3C). Conversely, there was a decrease in the proportion of cells that were identified in the S and G2M cell state in the erlotinib-treated sample compared to the untreated sample. Next, we identified differentially expressed genes which could have mediated erlotinib-resistance. Gene expression was quantified as percentage of cells in the sample expressing the gene transcript. There were 713 unique gene transcripts that were more abundantly expressed in the WHIM2 erlotinib-treated cells than in the WHIM2 parental cells; 390 other transcripts were more abundantly expressed in the parental cells than the erlotinib-treated cells (Fig. 3D). The 25 most differentially upregulated genes in the erlotinib-treated or control cells are shown (Fig. 3E). Examples of genes with more expression per cell in the erlotinib-treated group are PLAAT3, LCN2, CEBPD, and SAA1; conversely, LDHB is shown as an example for transcripts more abundant in control tumor cells. MKI67 is shown as a marker of the proliferating-G2/M population (Fig. 3F).

**Figure 3:**
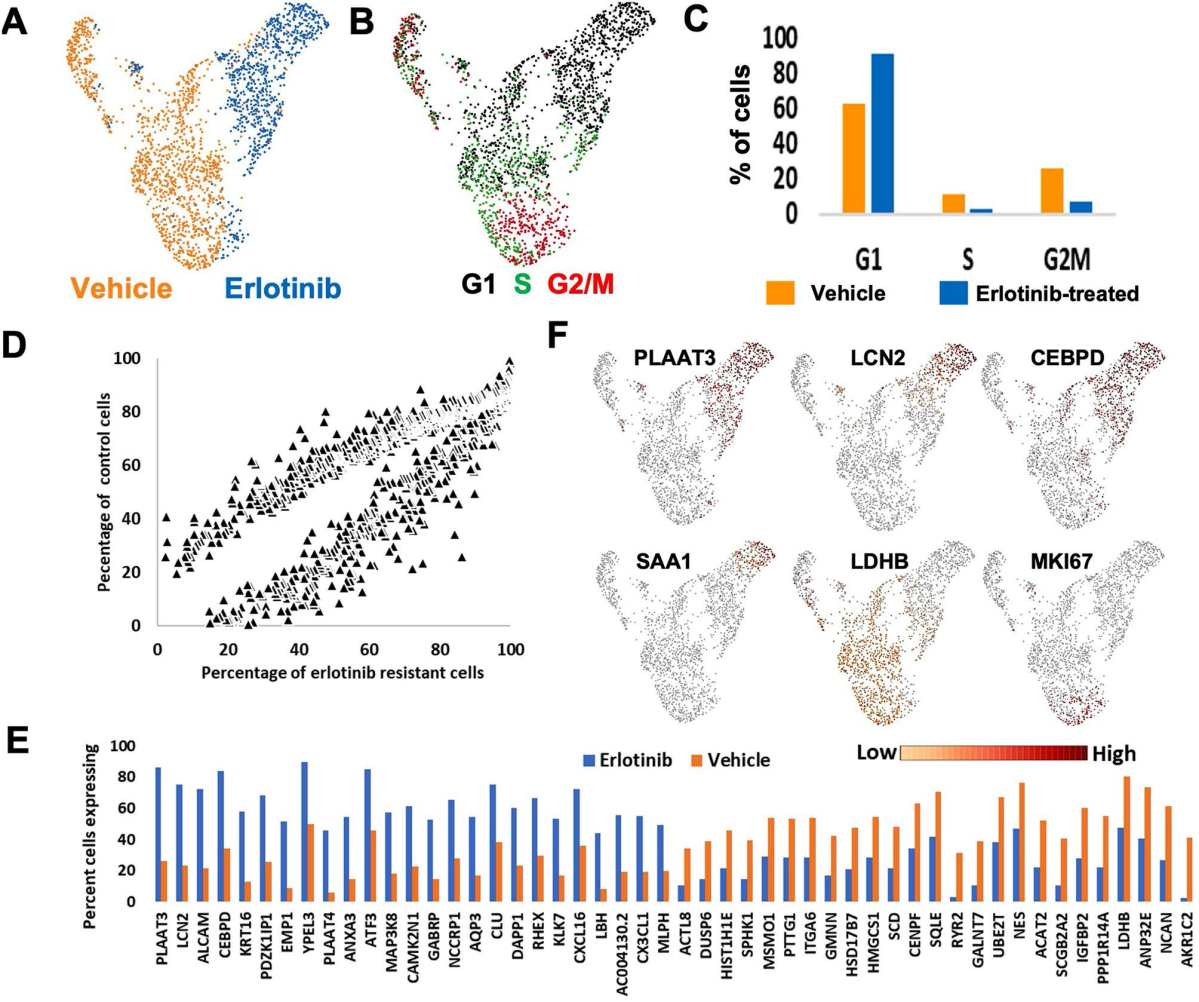
Single-Cell RNA sequencing identified subpopulations that mediate erlotinib resistance. Uniform Manifold Approximation and Projection (UMAP) plots of scRNA-seq data from vehicle or erlotinib-treated WHIM2 tumors. UMAP plots are two-dimensional plots depicting clusters of specific cell types (e.g. vehicle vs erlotinib-treated). UMAP plots are colored based on (**A**) treatment status or; (**B**) cell cycle status as assessed through cell cycle phase-specific gene signatures; (**C**) The proportion of cells from the vehicle tumor and erlotinib-treated tumor in each phase of the cell cycle, as shown in plot B; (**D**) Plotted are 1,103 transcripts identified as significantly differentially expressed between treatment conditions. Each axis shows the percentage of cells in each treatment condition that expressed the RNA transcript; (**E**) Plot depicting the 25 most differentially upregulated genes each treatment condition, as determined by the percentage of cells in the sample expressing each transcript; (**F**) UMAP plots depicting examples of genes that were differentially expressed following erlotinib treatment; MKI67 is shown to label G2/M cells.

### Bulk RNA-seq analysis of erlotinib-resistant WHIM2 tumor cells

After the WHIM2/ErlR subline was generated via serial passaging of erlotinib-treated tumors, immunohistochemical staining for EGFR was performed on parental WHIM2 and WHIM2 Erl/R tumors. Both were found to heterogeneously express EGFR (Fig. 4A). This suggests that selection for EGFR-negative cells was not the mechanism of resistance, nor was the gross upregulation of EGFR to compensate for its inhibition. Bulk RNA-sequencing data was then generated from the parental and WHIM2/ErlR PDXs. 

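The bulk data cover 4 parental WHIM2 tumors (P1 to P4) and 3 WHIM2/ErlR tumors (R1 to R3). WHIM2 is a patient-derived xenograft, a human basal-like breast tumor grown in mice, and WHIM2/ErlR is its subline passaged in mice fed erlotinib chow at 367 ppm. The WHIM2/ErlR tumors are labelled as erlotinib-treated and the parental tumors as vehicle-treated, so the comparison holds both drug exposure and acquired resistance. The authors aligned paired-end reads to hg38 and deposited the number of reads counted on each human gene, without normalization. The paper's text does not name the aligner, the counting program or how mouse reads were handled. The table lists 57406 genes by Ensembl identifier, and 28235 had a count in at least 1 tumor. Total counts were 18520365, 17643900, 40744314 and 27381198 in P1 to P4 and 19942121, 18170742 and 15036436 in R1 to R3. The paper gives approximately 30 M reads per sample, and the values here use the counted totals. P1 and P2 carry the same animal number in the labels. Their counts differed by more than sampling noise, with a chi-square per degree of freedom of 9.29 over 15060 genes. This was the lowest of any pair of tumors, the next being R2 and R3 at 14.5, but the measure grows with depth. By the correlation of log2 CPM, P2 and P3 (0.9866) were closer than P1 and P2 (0.9843), and R2 and R3 also had 0.9843. P1 and P2 were kept as 2 tumors, and their sum as 1 tumor was tried as an alternative. From the counts, genes were filtered with edgeR's filterByExpr, libraries were scaled by TMM and the groups were compared with a quasi-likelihood test without covariates. TMM factors were 0.869 in P4 and 0.861 in R1 and lay between 0.999 and 1.09 in the other 5 tumors. Ribosomal protein genes took 15.2% of the counts in both P4 and R1 and at most 10.2% in the others, a difference that does not follow the groups.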

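For each of the 987 genes called by edgeR, every WHIM2/ErlR tumor lay on one side of every parental tumor in TMM-scaled CPM, the counts relative to library size. Among all genes tested, 20.4% showed such a separation, and chance alone gives 5.71% on average for 4 tumors against 3. Genes vary together, so a single split can lie far from that average. The share was not computed for the other splits. The largest rises among genes with a mean log2 CPM of at least 1 were in PPARG, MAGEC2, AFAP1-AS1, AHR and PRSS21. PPARG, on chromosome 3 of hg38 from 12287368 to 12434356, rose from 0.126 ± 0.0325 CPM (SD, n = 4) to 6.42 ± 0.679 (SD, n = 3), a log2 fold change of 5.54 (standard error 0.30, adjusted p = 1.0e-04 from edgeR). PRSS21, on chromosome 16 from 2817180 to 2826304, rose from 11.7 ± 1.28 to 259.6 ± 76.3 CPM, a log2 fold change of 4.47 (standard error 0.22, adjusted p = 1.0e-04 from edgeR). The log2 fold changes of MAGEC2, AFAP1-AS1 and AHR were 5.23, 4.55 and 4.47. The largest falls were in ADAMTS12, PAX7, KCTD14, RYR2 and RERGL. RYR2, on chromosome 1 from 237042184 to 237833988, fell from 85.7 ± 31.7 to 2.91 ± 1.11 CPM, a log2 fold change of -4.88 (standard error 0.43, adjusted p = 7.1e-04 from edgeR). ADAMTS12 and KCTD14 had no more than 3 counts in any WHIM2/ErlR tumor and were at least 46.9-fold and 17.5-fold lower. PAX7 and RERGL had log2 fold changes of -6.01 and -4.77. With each tumor left out in turn, all 10 genes kept an adjusted p under 0.05.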

There were 521 transcripts identified as differentially expressed in the WHIM2/ErlR compared to WHIM2 parental (*P* < 0.05) (Fig. 4B). GSEA found that hallmark genetic programs of hypoxia, TNF-α signaling via NFκB, and epithelial mesenchymal transition were activated (Fig. 4C). 

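The genes drawn in the 3 heat maps of Fig. 4C were followed in the counts. They were chosen for display on these same tumors, so their change is not independent evidence, and the full hallmark sets were not analysed here. The hypoxia genes had a median log2 fold change of 0.91 on the voom scale, and 50 of 57 were higher in WHIM2/ErlR. The median of the TNF-α genes was 0.92, with 37 of 48 tested genes higher. The EMT genes had a median of 1.03, with 31 of 41 higher. Every tested TNF-α and EMT gene changed in the direction drawn, the lower ones included. So did every hypoxia gene but KDM3A, which is drawn as lower and was higher. Adjusted p under 0.05 in edgeR's quasi-likelihood test was reached by 28, 24 and 24 genes of the 3 lists, of which 4 in each list were lower. limma's camera test with a preset inter-gene correlation of 0.01, adjusted over the 3 lists, gave adjusted p = 5.3e-18, 2.1e-09 and 2.9e-09. With the correlation estimated from the data, the adjusted p was 0.012 for each list, and with limma's fry it was 4.2e-04 for hypoxia and 2.4e-04 for both others. Each WHIM2/ErlR tumor lay above each parental tumor in the median of every list. R1 was the highest for hypoxia, and without it the hypoxia median was 0.72.

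**Figure D1:**
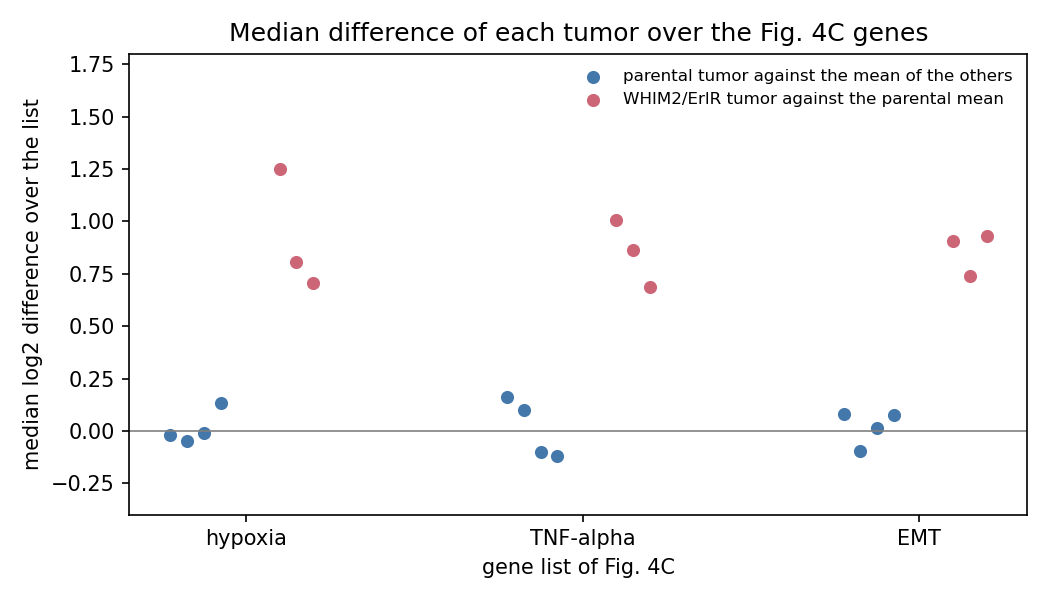
Median log2 difference over the genes of each Fig. 4C list, in 1 point per tumor. WHIM2/ErlR tumors are set against the parental mean and each parental tumor against the mean of the other parental tumors; for hypoxia the WHIM2/ErlR tumors lie at 1.25, 0.80 and 0.71 and the parental tumors between -0.05 and 0.13.

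On the basis of GSEA, the paper states that these programs were activated in WHIM2/ErlR.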

Ingenuity Pathway Analysis was used to perform network analyses. Activation at p-value < 0.001 and z-score > 2.0 was predicted in 40 functions related to cellular movement in the WHIM2/ErlR (Fig. 4D). This suggests that cellular movement gene expression programs were upregulated in the development of erlotinib resistance in WHIM2.

**Figure 4:**
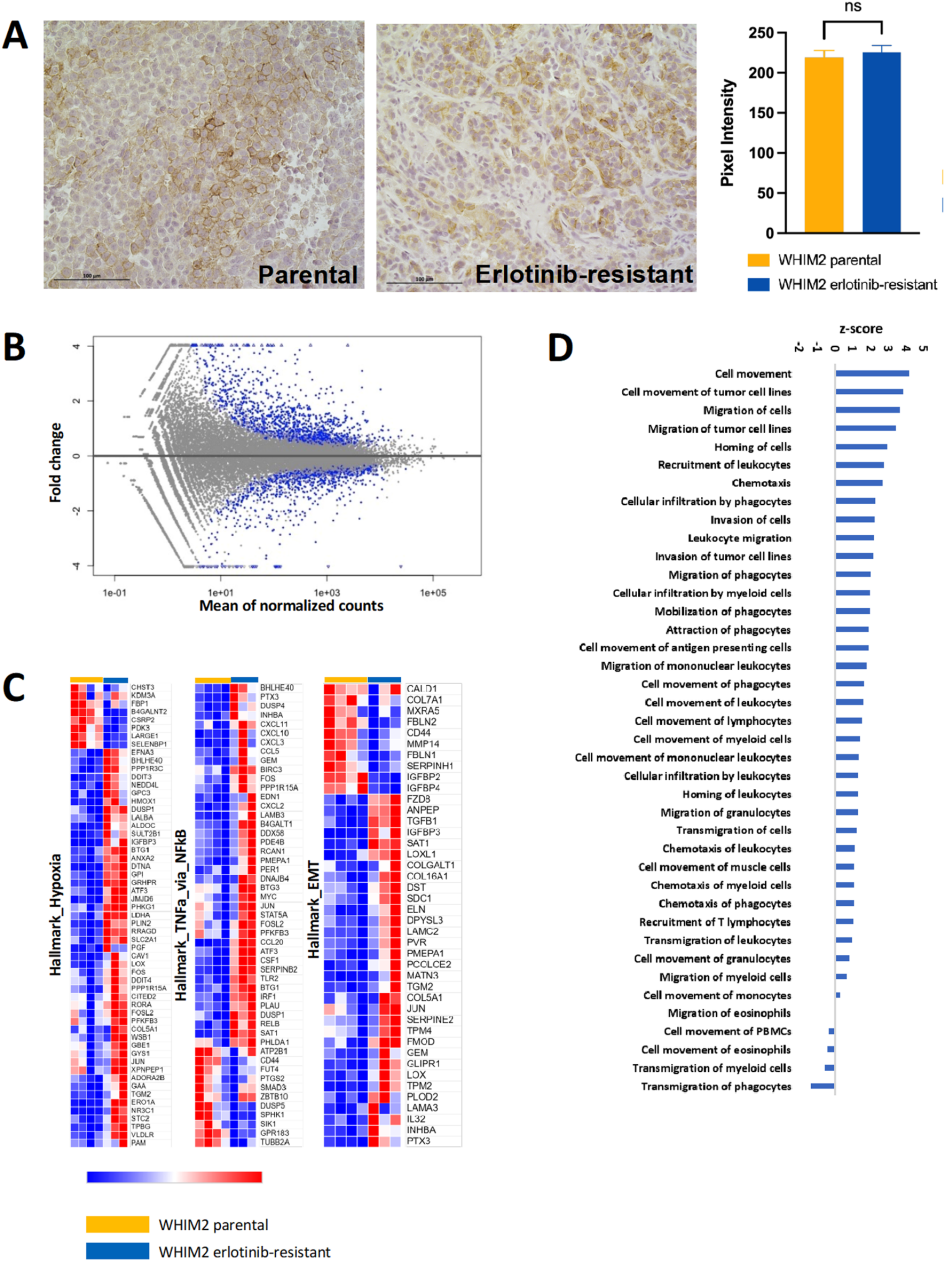
Assessment of erlotinib-resistance mechanisms in the WHIM2 PDX. (**A**) Immunohistochemical staining for EGFR on formalin-fixed, paraffin-embedded parental and erlotinib-resistant WHIM2 tumors and comparison of mean staining intensity of parental and erlotinib-resistant WHIM2 tumors (*P* = 0.41); (**B**) Each point represents a single gene. Plot depicts fold change in gene expression in erlotinib-resistant tumors relative to vehicle tumors. Blue points represent genes that were significantly differentially expressed in the erlotinib-resistant WHIM2 tumor (*P* < 0.05); (**C**) Examples of gene signatures upregulated in erlotinib-resistant tumors as determined by gene set enrichment analysis. Hallmark gene signatures for hypoxia, TNF-α via NFκB, and epithelial to mesenchymal transition are depicted; (**D**) Ingenuity Pathway Analysis identified significantly up- and down-regulated cellular gene expression programs in the WHIM2 erlotinib resistant cells.

### Comparison of the WHIM2 and MMTV-Wnt1 transgenic models

The MMTV-Wnt1 transgenic basal-like mouse model spontaneously generates mammary tumors in a bi-modal distribution, either early (6.5 weeks) or late (22.5 weeks). Interestingly, the Wnt1-Early and Wnt1-Late tumors are transcriptionally distinct and respond differently to erlotinib^29^.Genomic differences between these isogenic tumors were contrasted with the WHIM2 parental and WHIM2/ErlR tumors. 

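Fig. 5B shows 38 genes, 26 drawn as higher and 12 as lower in resistant tumors. In the WHIM2 counts, 36 of them had enough counts to be tested, and all 36 changed in the direction drawn. An adjusted p under 0.05 over all genes tested was reached by 33 in edgeR's quasi-likelihood test, 23 higher and 10 lower. Adjusted over the list alone, all 36 passed, which is not independent evidence because the study chose the list on these tumors. IL19, SAA2 and FNDC5 were tested and did not pass over all genes, and NOV and EFNA2 were not tested because their counts were too low. DESeq2 called all 38 in the direction drawn. Of the tested genes with neither group at the floor (at most 3 counts in every tumor), the 24 drawn as higher had log2 fold changes from 1.56 to 2.89 and the 9 drawn as lower from -4.69 to -1.64. With one group at the floor, DACH2 was at least 7.38-fold higher, and KCTD14 and POU2AF1 were at least 17.5-fold and 4.51-fold lower. Without the third parental tumor, 24 genes passed.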

In total, 38 shared genes were found to be upregulated or downregulated during the development of erlotinib-resistance in the WHIM2 PDX; each of these genes was also increased or decreased in the same direction in the Wnt1-Late (erlotinib-resistant) and WHIM2/ErlR models (Fig. 5A,B). Five of these genes were also found to be significantly differentially expressed in the same direction in the scRNA-seq data (Fig. 5C). 

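In the bulk tumors, all 5 of the genes in Fig. 5C were higher in each WHIM2/ErlR tumor than in each parental tumor (2-sided exact permutation test, p = 0.0286 for each gene, the smallest that 4 tumors against 3 allow, with P1 and P2, which share an animal number, counted as 2). This is not independent evidence, because the study chose these genes on the same tumors. KLK7, on chromosome 19 of hg38 from 50976468 to 50984099, rose from 22.6 ± 1.41 CPM (SD, n = 4) to 111.9 ± 44.9 (SD, n = 3), a log2 fold change of 2.31 (standard error 0.25, adjusted p = 0.0017 from edgeR). LCN2, on chromosome 9 from 128149071 to 128153453, rose from 7.51 ± 1.52 to 34.6 ± 32.3 CPM, a log2 fold change of 2.21 (standard error 0.52, adjusted p = 0.043 from edgeR). Most of that rise came from R1 with 1233 counts, against 263 in R2 and 302 in R3, and without R1 the log2 fold change was 1.09. LCN2 still passed without R1 (adjusted p = 0.0295 from edgeR) but not without P1, P2, P3 or R3. SAA1, on chromosome 11 from 18266260 to 18269977, had a log2 fold change of 2.29 (standard error 0.47, adjusted p = 0.024 from edgeR). With P1 and P2 summed, neither LCN2 nor SAA1 passed (adjusted p = 0.112 and 0.0719 from edgeR). Over all alternatives, 2 of them chosen after seeing the data, the adjusted p ran from 3.0e-04 to 0.14 for LCN2 and from 1.2e-04 to 0.0953 for SAA1. KLK7 passed in every one. SAA2, on the same chromosome from 18239223 to 18248668, had one of 2.17 but did not pass the threshold (standard error 0.61, adjusted p = 0.075 from edgeR). SAA1 and SAA2 are near-identical paralogs with at most 110 and 31 counts in any tumor, and reads could have been split between them in the authors' counting. IL19, on chromosome 1 from 206770764 to 206842981, did not pass either, with a log2 fold change of 1.79 (standard error 0.47, adjusted p = 0.062 from edgeR). Without R1 it was 0.89. DESeq2 gave adjusted p = 0.033 for SAA2 and 0.0048 for IL19.

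**Figure D2:**
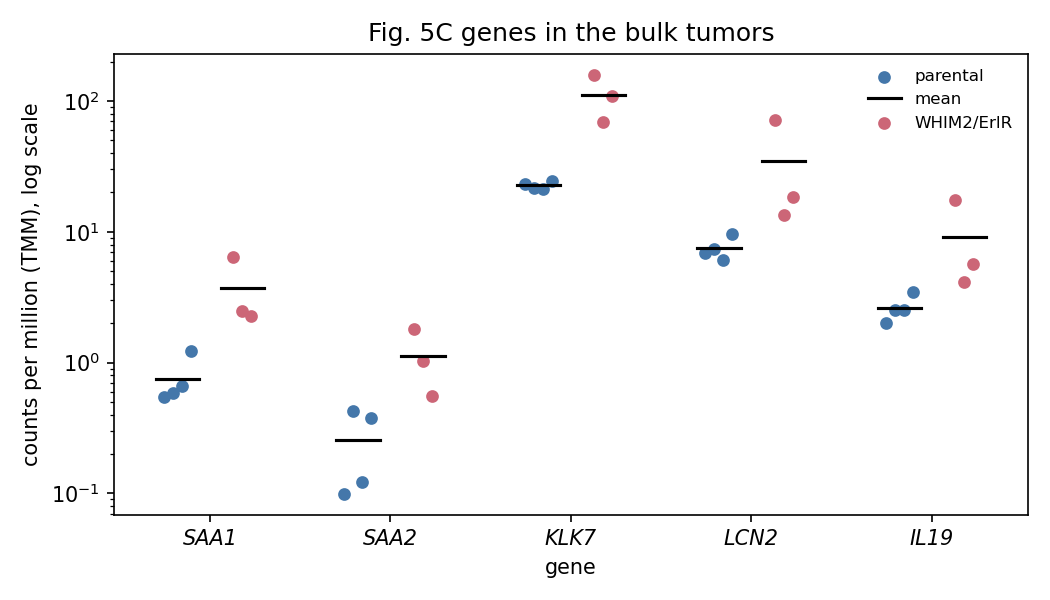
TMM-scaled CPM of the 5 genes on a log axis, with 1 point per tumor and a line at each group's mean. R1 has the highest point for each gene, and the parental tumors lie below every WHIM2/ErlR tumor.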

Analysis of TCGA breast cancer cohort dataset found that three of the genes were expressed in triple-negative breast cancers^33^ (Fig. 5D–F); LCN2 showed high transcriptional expression level in some tumors, similar to the above transcriptomic analyses.

**Figure 5:**
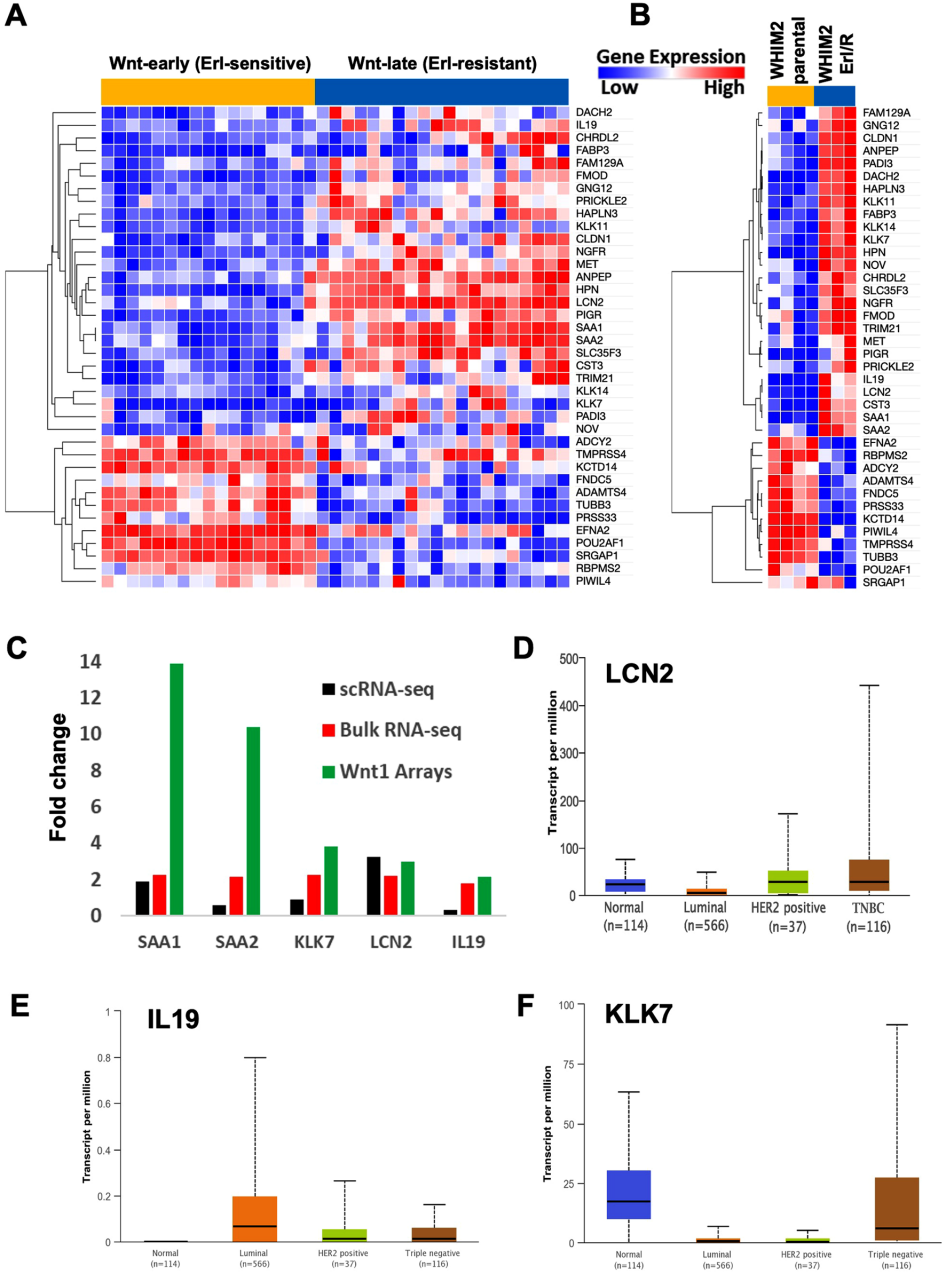
An overlapping set of 38 differentially expressed genes correlated with erlotinib response was identified within the Wnt1 transgenic model and the WHIM2 PDX model. Heat maps depicting the set of 38 overlapping genes within the (**A**) Wnt1 tumors and; (**B**) WHIM2 PDX tumors; (**C**) Five genes that were upregulated in all 3 types of data analyzed; (**D**–**F**) Plots depicting expression of the five genes found to be upregulated in all 3 data types were created using The Cancer Genome Atlas and UALCAN. Plots depict gene expression by major breast cancer subtype; plots depicting the three genes that were expressed in TNBC are shown.

### Differential LCN2 protein expression between parental and erlotinib-resistant tumors

Since LCN2 was found to be highly expressed in a subset of TNBCs, immunohistochemical staining for LCN2 was performed on parental (erlotinib-sensitive) and Erl/R WHIM2 tumors to assess differential LCN2 protein expression. Compared to staining for EGFR, LCN2 expression appeared bimodal and less diffuse, in that each cell either expressed or did not express LCN2 protein. Consistent with the transcriptomic data, immunohistochemical staining of parental and Erl/R WHIM2 tumors found a significantly greater proportion of LCN2 positive cells in Erl/R tumors compared to parental tumors (*P* < 0.05) (Fig. 6A–H). To investigate LCN2’s role in erlotinib resistance, LCN2 siRNA transfection was used to knock down LCN2 expression in WHIM Erl/R PDX cells using non-targeting siRNAs for a control. Relative LCN2 protein was visualized via western blot (Fig. 6I). Transiently transfected cells were treated with 1, 3, 5, 7, and 9 µM of erlotinib in vitro. At 5, 7, and 9 µM, erlotinib demonstrated significantly greater cytotoxicity towards LCN2 siRNA transfected cells compared to non-targeting siRNA transfected cells (Fig. 6J).

**Figure 6:**
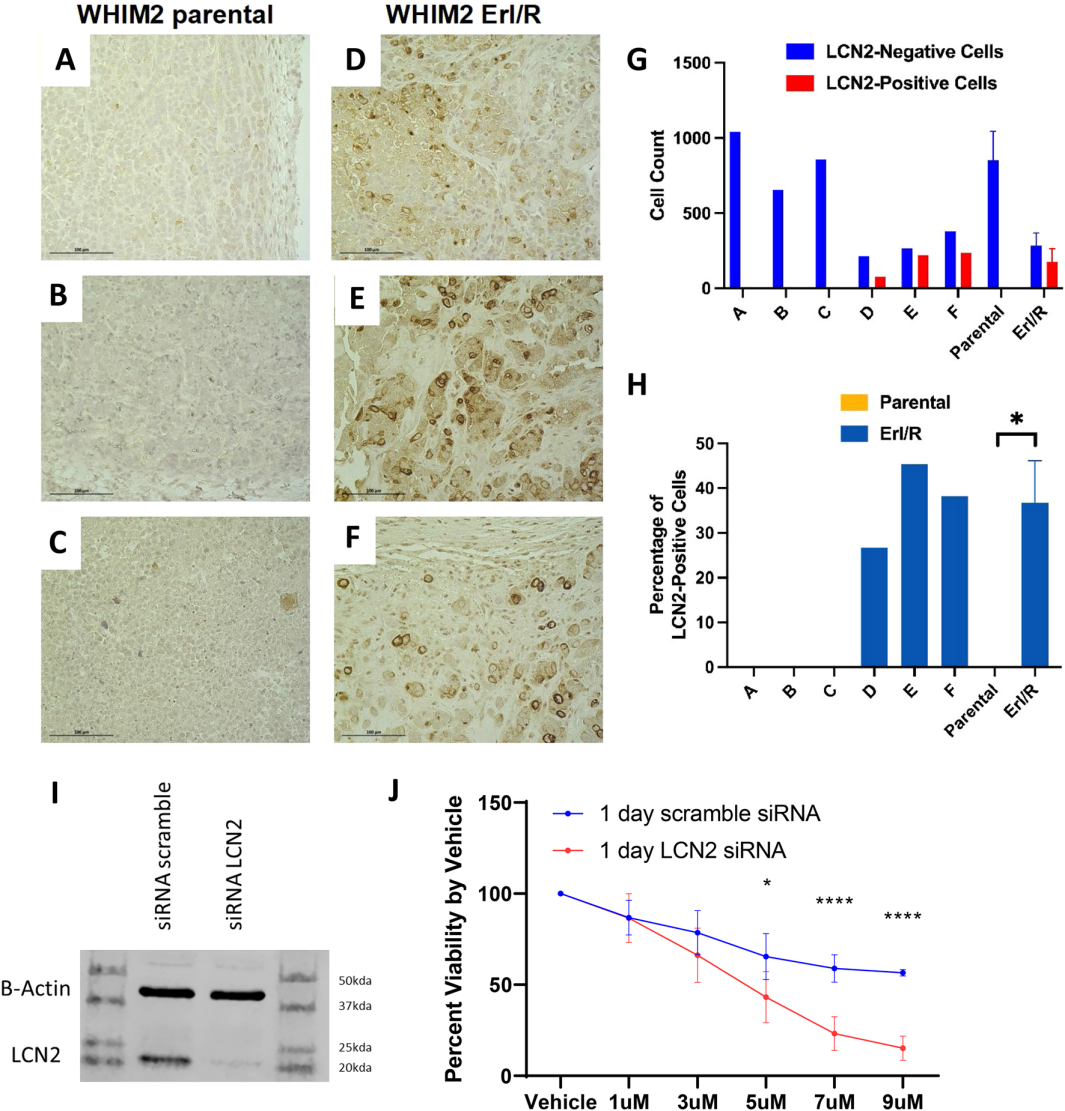
(**A**–**F**) Representative images of immunohistochemical staining for LCN2 on formalin-fixed, paraffin-embedded WHIM2 parental and WHIM2 Erl/R mammary gland tumors; (**G**) Quantification of LCN2-negative cells and LCN2-positive cells in each image; (**H**) Percentage of total cells in the image that were LCN2-positive (*P* = 0.021). (**I**) Western blot of lysates from LCN2 siRNA and non-targeting siRNA transfected WHIM2 erlotinib-resistant PDX cells. (**J**) Erlotinib treatment on WHIM2 erlotinib-resistant PDX cells with LCN2 siRNA or non-targeting siRNA transfection (*P* < 0.05 at 5 μM, *P* < 0.001 at 7 μM and 9 μM).

## Discussion

In these studies, we sought to identify transcriptomic changes that accompany the development of EGFRi resistance in basal-like TNBC PDXs in order to identify biomarkers and gene signatures predictive of EGFRi response. In pilot studies, we identified an EGFRi that demonstrated in vivo antitumor activity in the WHIM2 basal-like TNBC PDX. Of these EGFRi, erlotinib was chosen for further study. We derived an erlotinib-resistant WHIM2 PDX from the parental PDX. ScRNA-seq and bulk-RNA sequencing were performed to identify transcriptomic changes underlying the development of erlotinib resistance. GSEA and IPA utilizing bulk-RNA sequencing data identified increased epithelial-to-mesenchymal transition (EMT) and cell movement, respectively, in WHIM2 Erl/R compared to parental WHIM2. This suggests that EGFRi resistance may be associated with genomic programs that are also increased during metastasis. Furthermore, drugs targeting EMT and cell movement may be effective in the restoring EGFRi sensitivity.

Further analysis of bulk-RNA sequencing data from WHIM2 and MMTV-Wnt1 transgenic mouse models identified 38 genes that were differentially expressed in erlotinib-resistant strains. Of the upregulated genes, five genes were also significantly upregulated in scRNA-seq. These genes included: SAA1, SAA2, KLK7, LCN2, and IL19. These genes could potentially serve as predictive biomarkers of erlotinib response. Interestingly, López-Ayllón et al. (2015) identified sixteen genes that were upregulated in erlotinib-resistant NSCLC tumors compared to erlotinib-sensitive tumors^34^. These genes included LCN2, MET, PIGR, and SAA1, all of which were found to be upregulated in WHIM2/ErlR and Wnt-late tumors compared to WHIM2 parental and Wnt-early tumors. 

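Of these genes, the WHIM2 counts of MET and PIGR varied least between WHIM2/ErlR tumors. MET, on chromosome 7 of hg38 from 116672196 to 116798377, rose from 0.810 ± 0.103 CPM (SD, n = 4) in parental tumors to 3.98 ± 0.865 (SD, n = 3) in WHIM2/ErlR tumors, a log2 fold change of 2.28 (standard error 0.27, adjusted p = 0.0024 from edgeR). PIGR, on chromosome 1 from 206928522 to 206946466, rose from 1.44 ± 0.345 to 6.91 ± 2.64 CPM, a log2 fold change of 2.27 (standard error 0.32, adjusted p = 0.0047 from edgeR). With each tumor left out in turn, the log2 fold change of MET stayed between 2.1 and 2.4 and that of PIGR between 1.92 and 2.48, and both kept an adjusted p under 0.05. LCN2 kept an adjusted p under 0.05 in 3 of these 7 edgeR fits and SAA1 in 4.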

Interestingly, many of the activated genes found within the model system presented herein and in these previous studies encode for proteins within inflammatory and natural immunity processes, suggesting that these biological processes are contributing to drug resistance. Krysan et al. also found that LCN2 overexpression was associated with erlotinib-resistance in NSCLC^35^.

Of the five genes found to be upregulated in all three data types analyzed, LCN2 was the only gene found to be overexpressed in TNBC. Previous studies have found a correlation between LCN2 expression and disease aggression. For example, LCN2 has been positively associated with tumorigenesis, invasiveness, migration, metastasis^36–39^. Interestingly, LCN2 was included in several IPA cell movement gene signatures found to be upregulated in the EGFRi resistant setting. This suggests that LCN2 may contribute to observed increases in EMT, cell movement, and metastasis observed in the EGFRi resistant setting.

The mechanism by which LCN2 may contribute to acquired EGFRi resistance requires further study, but it may be related to EGFR recycling. Yammine et al. demonstrated that LCN2 increases EGFR abundance on the cell membrane^40^. They also found that LCN2 is involved in intracellular trafficking of EGFR and promotes recycling of EGFR to the plasma membrane. In this way, LCN2 upregulation may serve to salvage EGFR signaling in the presence of an EGFRi by returning EGFRs to the plasma membrane for further stimulation and activation of downstream pathways (Fig. 7). Previous analysis of MMTV-Wnt tumors revealed EGFR pathway amplification in Wnt-late tumors compared to Wnt-early tumors^29^. LCN2 upregulation may allow for EGFR pathway amplification via recycling of EGFRs and thereby promote resistance to EGFRi. When LCN2 was knocked down in Erl/R WHIM2 PDX cells in vitro, cells were more responsive to EGFRi. This suggests that LCN2 causally contributes to acquired EGFRi resistance, at least in the WHIM2 model of basal-like disease.

**Figure 7:**
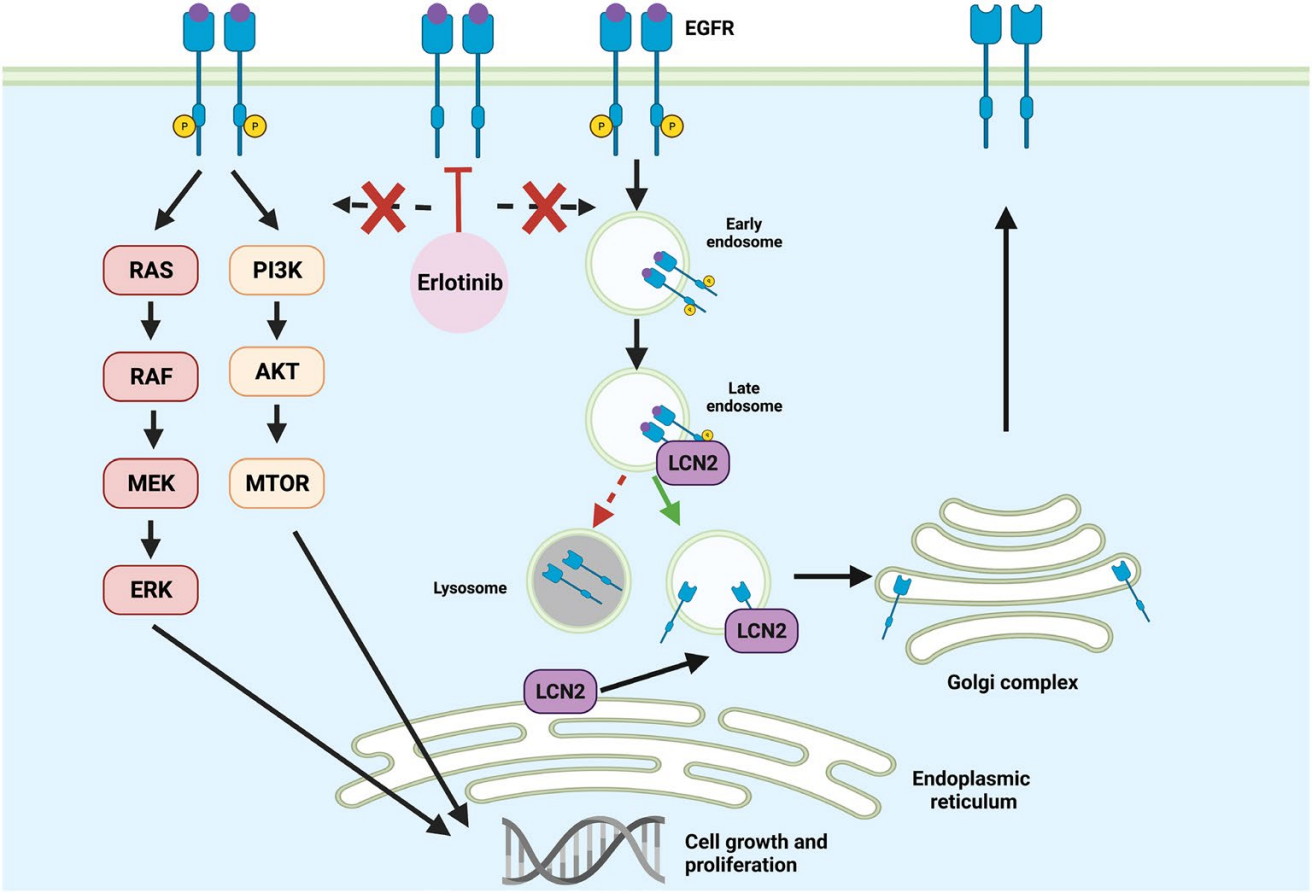
Hypothetical model depicting how LCN2 upregulation in erlotinib-resistant tumors may contribute to EGFR recycling back to the plasma membrane and allow for continued oncogenic EGFR pathway activity despite EGFR inhibition by erlotinib. Schematic of EGFR recycling via LCN2 was adapted from Yammine et al.^40^. Created with BioRender.com.

Despite transcriptomic differences, however, the WHIM2 parental and WHIM2/ErlR demonstrated similar responses to a panel of drugs including topoisomerase inhibitors, proteasome inhibitors, HDAC inhibitors, and other EGFR inhibitors. Notable exceptions were elvitegravir and atovaquone, both of which demonstrated greater cytotoxicity in WHIM2/ErlR than WHIM2 parental. Interestingly, several drugs demonstrated decreased efficacy in the WHIM2/ErlR line, including birinapant (SMAC inhibitor) and imatinib (ABL inhibitor). These data suggest that, in general, drugs that demonstrate high cytotoxicity in erlotinib-sensitive models are also cytotoxic towards erlotinib-resistant models.

Although basal-like tumors exhibit high levels of EGFR expression, EGFRis have only demonstrated modest antitumor activity in a subset of TNBC patients^15,16^. Through these studies, we found a set of genes that could potentially serve as predictive biomarkers of erlotinib response, and more generally, EGFRi response in basal-like TNBCs. This gene set could be used to identify patients that would best benefit from EGFRi. Future studies should evaluate the predictive capability of the described gene signatures, as well as how these genes contribute to the development of EGFRi resistance. Future studies should also focus on the identification of drugs that demonstrate increased cytotoxicity towards EGFRi-resistant models, as well as drugs that may re-sensitize EGFRi-resistant cells to EGFRi.

## Supplementary Information

Supplementary Figure 1.

## Data Availability

Single-cell RNA-sequencing: GSE189324. WHIM2 bulk RNA-sequencing: GSE189257. SuperSeries (links to both of the above): GSE189325. Wnt1 gene expression microarray data: GEO GPL11383. Other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Transcriptomic changes underlying EGFR inhibitor resistance in human and mouse models of basal-like breast cancer
**Source:** Sci Rep. 2022 Dec 8;12:21248. doi: 10.1038/s41598-022-25541-3
**Supplement:** Supplementary file 1 — Supplementary Figure 1.

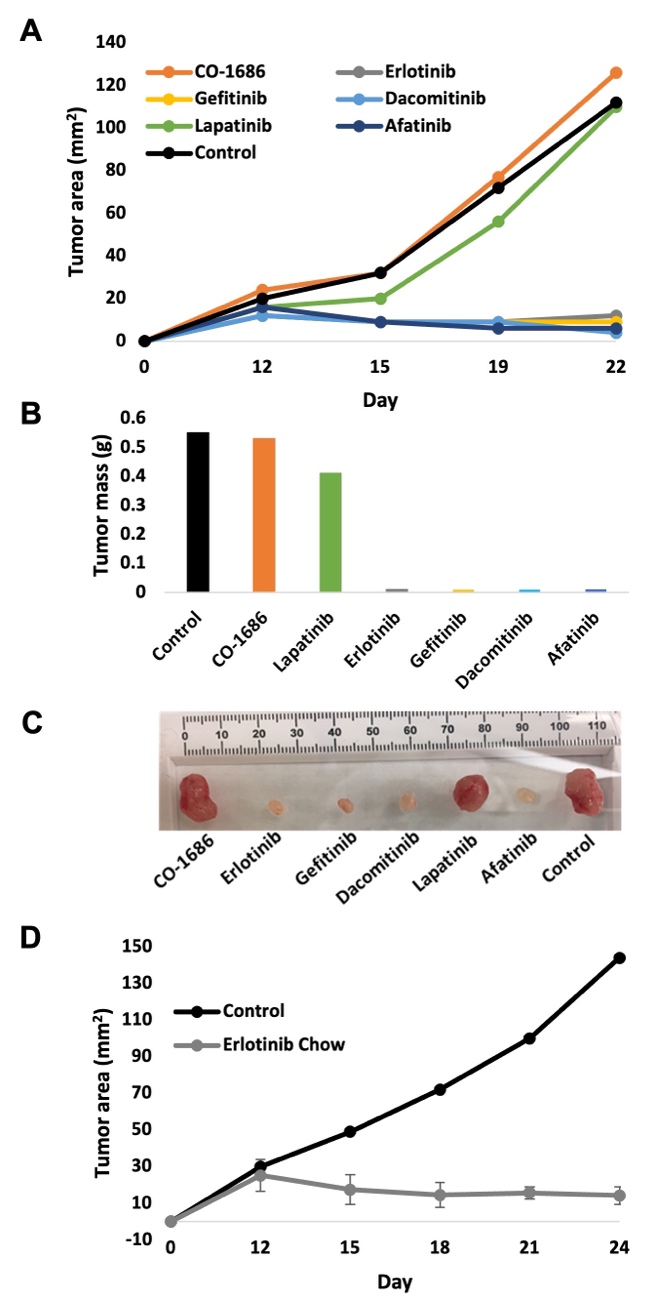

**Supplementary Figure 1.** Assessment of EGFR inhibitors on growth of the basal-like patient-derived xenograft WHIM2. Effect of daily oral gavage treatment with various EGFR inhibitors (*n* = 1 per drug): CO-1686 [100mg/kg], erlotinib [100mg/kg], gefitinib [200mg/kg], dacomitinib [10mg/kg], lapatinib [100mg/kg], afatinib [50mg/kg]. A: Tumor size; B: Excised tumor mass; C: Picture of excised tumors; D: A second cohort of mice was treated with erlotinib-incorporated mouse chow (367ppm) *ad libitum* (*n =* 1 control, *n* = 4 erlotinib treated). Tumor size over the course of treatment is depicted.

How the deposited data were processed for this re-analysis (not part of the article)

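Bulk RNA of 4 parental WHIM2 tumors and 3 WHIM2/ErlR tumors was compared. The authors sequenced paired-end libraries, aligned the reads to hg38 and deposited raw counts per human gene, 1 column per tumor and not normalized. The table holds 57406 gene rows and no row that is not a gene. The paper's text names DESeq2 for the comparison and does not name the counting program, the annotation, the strand setting or the handling of mouse reads. Conditions were taken from the sample labels and the paper.

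From the counts, genes with too few counts were removed with filterByExpr, which left 14986, and libraries were scaled by TMM. The groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, robust estimation off, no covariates), with Benjamini-Hochberg adjustment and a threshold of 0.05. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were alternatives. CPM (counts scaled to library size) are TMM-scaled, with SDs over tumors. Single genes were also compared with 2-sided exact permutation tests over the 35 splits of 7 tumors, whose smallest p is 0.0286. A group with at most 3 counts in every tumor was taken to be at the floor, and folds against it are lower bounds.

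Gene lists were tested with camera on voom values, with a preset inter-gene correlation of 0.01, beside fry and an estimated correlation. The 3 lists of Fig. 4C were read from the figure and adjusted together, and 13 lists written before the data were examined were adjusted together: ERBB receptors and ligands, MAPK output, cholesterol synthesis, stroma, endothelium, myeloid, interferon, kallikrein, acute-phase, S-phase and G2/M genes, and the single-cell genes of Fig. 3E in each direction. Positions, GC content and gene length came from GENCODE 44 on hg38, which held 98.2% of the table's identifiers. Neighbouring protein-coding genes were grouped into windows of 40, each compared with 10000 random draws of 40 genes.

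Genes named are those the paper names for these tumors, members of the lists where a count or an exception called for it, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. TGFA and other single members of the preset lists were picked out after their values were seen.

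The count tests, the list test, the windows and the correction for GC content and gene length were tested on simulated counts. In the count tests 200 genes were changed. edgeR recovered 94.5% of them with 9 false calls among 14759 genes, DESeq2 97% with 47 among 14980, and limma-voom 94% with 6 among 14759. The list test found the 1 shifted list with 0 false calls, and the windows found 4 of 4 shifted windows with 0 false calls among 273. Each gene was drawn independently in these simulations, so the 0 false calls do not cover genes that vary together. In the real libraries, the splits other than the real one gave a median of 4 preset lists and 53.5 windows past the threshold. With trends over GC content and length added to P4 and R1, edgeR recovered 91% with 2 false calls uncorrected and 94% with 10 corrected (a test added after the data were seen). Total counts ran from 15036436 to 40744314 per tumor.

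The alternatives were other tests, scalings and filters, robust estimation, P1 and P2 summed, and each tumor left out in turn, all set before the data were examined. Several fits were looked at before the analysis was put in its final form. A term for P4 and R1, a correction for GC content and gene length, and DESeq2 with a log2 fold change of 1.5 were chosen after seeing the data. The first of these groups tumors by a property of the same counts it is then used to test, so its number of calls is given only as a measure of sensitivity. The single-cell, Wnt1, TCGA, immunohistochemistry, drug and pathway (IPA) results were not analysed here.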

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

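The gene list tests were set before the data were examined. The regroupings of the tumors, the correction and the windows in this part were chosen after the results were seen. The ribosomal protein share and 7 other measures of the libraries were added to the 36 tested for outliers after P4 was seen to differ.

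P4 stood apart from the other 3 parental tumors in the share of counts on ribosomal protein genes, 15.2% against 9.28, 9.69 and 10.2%, with a ratio of 0.845 in Dixon's test, past its 95% critical value for 4 tumors. It was the 1 measure of 44 past that value, and chance alone flags about 1 in 20. R1 also had 15.2%, against 9.47 and 8.82% in R2 and R3, so the share does not follow the groups. After each library was corrected for GC content and gene length, 92.4% of the gap between P4 and the other parental tumors was left, which argues against these trends as the whole of it. A difference in library preparation or RNA quality is open and was not tested, since the labels give no batch. No biological explanation was tested.

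The MAPK output genes, which the paper does not discuss, had a median log2 fold change of -0.55 in WHIM2/ErlR, with 10 of 14 lower and adjusted p = 0.0082 by limma's camera test. DUSP6 fell by 1.15 on the log2 scale, DUSP5 by 1.46, SPRY4 by 1.32 and ETV5 by 0.92, each with an adjusted p under 0.05 in edgeR. DUSP4 rose by 1.04 without passing. Of the 14 genes, 3 are also in lists the study drew from these tumors. Of the 35 splits of the tumors, 1, the real one, gave as large a median. The list passed with fry (adjusted p = 0.032) but not with the inter-gene correlation estimated (adjusted p = 0.34). The WHIM2/ErlR tumors were labelled as erlotinib-treated, and a direct effect of the drug on its pathway is open beside a stable difference of the subline. The design holds no untreated WHIM2/ErlR tumor.

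TGFA, an EGFR ligand, had a log2 fold change of 2.62 (standard error 0.43, adjusted p = 0.0095 from edgeR), from 0.875 ± 0.527 CPM (SD, n = 4) to 5.32 ± 0.503 (SD, n = 3). It stayed past the threshold with each tumor left out, the log2 fold change lying between 2.35 and 3.06. It was picked out of 8 tested ERBB receptors and ligands, of which it alone passed, and the list as a whole did not, with a median of -0.22 and adjusted p = 0.74. After each library was corrected for GC content and gene length, the log2 fold change was 2.64 (adjusted p = 0.0046), which argues against these trends as its source. It was 2.75 with P4 and R1 as a term (adjusted p = 8.4e-05), and over all alternatives the adjusted p ran from 1.9e-07 to 0.046. With that term, TGFA was not alone in the list. ERBB3, EGF and BTC also passed, all lower (adjusted p = 7.3e-04, 0.014 and 0.022 from edgeR). Drug exposure and acquired resistance were not separated by the design, and no biological explanation was tested.

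The interferon genes had a median of 0.59, with 19 of 22 higher, and the G2/M genes a median of 0.23, with 46 of 54 higher. Adjusted p from camera was 0.0018 and 0.0044, but neither list passed with fry (adjusted p = 0.062 and 0.0998) or with an estimated correlation. As large a median came from 2 of the 35 splits for the interferon genes and from 4 for the G2/M genes. Of the 3 other splits among the latter, 2 kept P4 and R1 in the same group. Keeping them together did not by itself give a large median, with -0.04 for P4, R1 and R2 against the rest. P3, R2 and R3 against the rest gave 0.32, the largest of the 35 splits, and P1, P4 and R1 against the rest gave -0.27. With P4 and R1 as a term, chosen after seeing the data, the G2/M median was 0.25 (adjusted p = 2.0e-04, 23 genes called higher against 1 without the term). The interferon median with the term was 0.60 (adjusted p = 0.0076, 8 called higher against 2). Of the 22 interferon genes, 3 are also in lists the study drew from these tumors. Among these 3 are CXCL11 and DDX58, the 2 called without the term. Of the 20 splits with 1 of P4 and R1 in each group, with the term in the fit, 1, the real one, gave as large a G2/M median and 2 as large an interferon median, but 20 splits cannot give a share under 0.05. R1 lay at -0.08 for the G2/M genes, within the parental range of -0.15 to 0.16. The G2/M median was 0.14 without P4, 0.38 without R1, 0.13 without R2 and 0.15 without R3, and the interferon median 0.34 without P3. By camera with the preset correlation, both lists kept an adjusted p under 0.05 in all 7 fits that left out a tumor. The G2/M result is stronger with the term and stays open. The interferon result is not distinguished by these tests from the variation between tumors.

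Of 277 windows of 40 neighbouring genes, 58 had a median shifted from that of random genes, 37 higher and 21 lower. This count says little about the groups, since 12 of the 35 splits gave as many, and the median over the other splits was 53.5. The comparison with random genes treats neighbours as independent, which these libraries contradict. After each library was corrected for GC content and gene length, all 37 higher windows (100%) were still shifted, which argues against these trends as their source, but only 9 of the 21 lower ones (42.9%). The 12 lost windows kept a median of 81.2% of their shift, so for the lower windows these trends are neither excluded nor shown to be the source. Shifted windows lay in runs. On chromosome 17, 16 neighbouring windows from 3662895 to 82034204 were all higher, with medians from 0.21 to 0.56, and on chromosome 19, 15 from 12643831 to 58003349, with medians from 0.165 to 0.50. The 3 windows from 14475 on chromosome 9 were higher (0.69, 1.18 and 1.24) and the 2 from 92168 on chromosome 5 lower (-0.61 and -0.63). On chromosome 6, 4 windows from 291630 to 31972290 were lower, with medians from -0.331 to -0.216. All windows of these runs were still shifted after the correction, as were the 2 lower ones from 7926718 on chromosome 19. Of the 3 lower windows from 281040 on chromosome 19, 1 was still shifted. Of the 2 lower windows from 46407 on chromosome 16, 0 were. A run of 16 windows came from 7 of the 35 splits. This decides nothing, since 5 of the 6 others hold R1 with R2 or R3 and the sixth sets P1, P2 and P3 against the rest, and a run cannot outgrow its chromosome. R1, R2 and R3 all lay above every parental tumor in 14 of the 16 windows on chromosome 17 and in 7 of the 15 on chromosome 19. R1, R2 and R3 were all on the side of the shift in 48 of the 58 windows and outside the range of the parental tumors in 31. Only 1 of the 35 splits, the real one, gave as many as 31, and the most elsewhere was 23, with P1, P2 and P3 against the rest. The largest shift, 1.24 on chromosome 9 between 35073835 and 68785566, exceeded that of every other split (1 of 35, with 1.07 as the largest elsewhere), and R1, R2 and R3 lay at 1.23, 1.14 and 1.10 against parental tumors between -0.03 and 0.07. The size of the shift and the range were taken up only after the count had failed. No biological explanation was tested, since the counts measure expression only.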

How the results depend on the processing

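The number of differentially expressed genes, 987 in edgeR, depended on the processing. DESeq2 gave 1639, and P1 and P2 summed gave 524. Between 434 and 1060 genes were called across the 7 fits that each left out one tumor, with 434 without R3 and 1060 without P4. The 2 alternatives chosen after seeing the data gave 4942 genes (P4 and R1 as a term) and 1665 (GC content and gene length correction). The first of these included all 987 genes, but only 50.9% of its calls had no overlap between the groups, and it moved the share of higher calls from 65.7% to 51.9%. limma-voom, other scalings, other filters and robust estimation gave 932 to 1007 genes.

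With a fold change of at least 1.5, 955 genes in edgeR became 1442 with DESeq2, 524 with P1 and P2 summed, 393 with a log2 fold change of 1.5, 2128 at an unadjusted p under 0.05, and 434 to 1049 with one tumor left out. The settings chosen later gave 2351 with P4 and R1 as a term and 1364 with the GC content and gene length correction. DESeq2 with a log2 fold change of 1.5, also chosen later, gave 521. The 226 genes with a log2 fold change over 2 stayed within 1.5 times that number in every setting but a plain fold change over 2, which gave 658, and ran from 181 to 256 with one tumor left out. The cause of these changes was not tested, apart from the fewer tumors in the fits that leave one out or sum 2.

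Of the tests in this part, the regrouping and the thinning behind the number of differentially expressed genes were set before the data were examined and the others after. Regrouping the tumors gave far fewer calls. Only 1 of the 35 splits, the real one, gave as many genes by each of these 3 criteria. For the Fig. 5B genes the regrouping (1 of 35) decides nothing, because the study chose them on the real split. Of the 34 other splits, 1 gave any differentially expressed gene, a single one. At an unadjusted p under 0.05 the real split gave 3011 genes, and 2 other splits gave more, up to 3737, so unadjusted counts do not set the groups apart. Thinning every tumor to 15036436 counts kept 87.7% of the 987 calls, and the GC content and gene length correction kept 95.1%, so neither a difference in library size nor these trends account for most of them.

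The number of the 8 named genes past the threshold, 5 in edgeR, was 3 with P1 and P2 summed and 3 to 6 with each tumor left out in turn. It was 4 with limma-voom, 6 without a filter on low counts and 7 with DESeq2. The settings chosen later gave 7 with P4 and R1 as a term and 6 with the GC content and gene length correction. The Fig. 5B count, 33, ran from 24 to 32 with each tumor left out in turn and was 27 with P1 and P2 summed. It was 38 with DESeq2, 36 with P4 and R1 as a term and 35 with the correction. LCN2 lost its call in limma-voom, with P1 and P2 summed, and without P1, P2, P3 or R3. SAA1 lost its call with P1 and P2 summed and without P1, P2 or P3.

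The 3 lists of Fig. 4C kept their direction and their call in every setting run for them, with medians from 0.72 to 1.00 for hypoxia, 0.74 to 1.00 for TNF-α and 0.89 to 1.09 for EMT with one tumor left out. Their genes were drawn because they changed between these groups, so regrouping the tumors (1 of 35 for each list) decides nothing about them. Of the 13 preset lists, 8 passed with the preset correlation, 6 with fry and 0 with the estimated correlation. With the preset correlation, 2 of the 35 splits, the real one included, gave as many as 8, so that number is not beyond what regrouping gives. With one tumor left out it was 7 or 8. The stroma median changed sign without P1 (-0.007), P2 (-0.02), P3 (-0.06) and R2 (-0.12), ran from -0.12 to 0.30 over these 7 fits, and the S-phase median changed sign without P2 (0.009) and R1 (0.11) and ran from -0.039 to 0.11, all without passing.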

Differences from the paper's values

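The paper reports 1641 differentially expressed genes, and edgeR gave 987. Of the alternatives set before the data were examined, DESeq2 gave 1639, and none of the others came within 1.5 times the paper's value.

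With a fold change of at least 1.5 the paper reports 521 genes, against 955 in edgeR. Among the alternatives set before the data were examined, a log2 fold change of 1.5 gave 393 and P1 and P2 summed gave 524, and leaving out P1, P2, P3, R2 or R3 gave 540, 452, 466, 457 and 434, all within 1.5 times the paper's value. DESeq2, limma-voom, the other scalings and filters, robust estimation, the unadjusted p and leaving out P4 or R1 did not. DESeq2 with a log2 fold change of 1.5, a pairing chosen after seeing the values, gave 521 genes, 373 higher and 148 lower.

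The paper gives approximately 30 M reads per sample. The median total of counts on human genes was 18.5 M per tumor, a different quantity, from 15.0 to 40.7 M. No alternative applies to it.

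The bars of Fig. 5C for the bulk tumors are labelled as fold change. Read by eye, they stand at about 2.2 for SAA1, about 2.1 for SAA2, about 2.2 for KLK7, about 2.2 for LCN2 and about 1.8 for IL19 in Fig. 5C. The log2 fold changes here were 2.29, 2.17, 2.31, 2.21 and 1.79, and the plain fold changes 4.87, 4.49, 4.94, 4.62 and 3.45, so the bars match on the log2 scale.

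The paper treats SAA2 and IL19 as differentially expressed in the bulk tumors. In edgeR their adjusted p was 0.075 and 0.062, and FNDC5, another gene of Fig. 5B, had 0.066. DESeq2 called all 3, the fit without a filter on low counts and the fit without R2 called IL19, and of the settings chosen after seeing the data, P4 and R1 as a term called all 3 and the GC content and gene length correction called SAA2 and FNDC5.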

Other observations

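EGFR, on chromosome 7 from 55019017 to 55211628, had 23.2 ± 6.80 CPM (SD, n = 4) in parental and 16.5 ± 2.24 (SD, n = 3) in WHIM2/ErlR tumors, a log2 fold change of -0.49 (standard error 0.25, adjusted p = 0.33 from edgeR). The groups overlapped through P4 alone, at 14.3 CPM, with p = 0.2 in a 2-sided exact permutation test. Without P4 the log2 fold change was -0.67 and still did not pass (adjusted p = 0.0586 from edgeR). No difference passed the threshold with these tumors, but a fall is not excluded. The paper's statement on EGFR rests on staining, not on these counts.

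The test for stroma reads was written before the data were examined. If mouse fibroblast reads counted on human genes had raised the EMT genes, the stroma genes would rise with them. Their median log2 fold change was 0.0532, with 0 of 15 tested genes past the threshold in edgeR. SPARC, the most abundant, had 954 CPM in parental and 903 in WHIM2/ErlR tumors, a level at which a small share of stroma would not show. COL1A1, at 18.2 and 18.9 CPM, and COL3A1, at 2.90 and 2.34 CPM, have a lower baseline and did not rise past the threshold either. None of the 16 genes is in a list of Fig. 4C. The data argue against such reads as the source of the EMT difference.

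The myeloid genes were expected to rise if mouse myeloid reads lay behind the TNF-α genes. The 6 of 13 with enough counts did rise, with a median of 0.73 and adjusted p = 0.016 by camera, though not with an estimated correlation (adjusted p = 0.34) and not without P3 or R1. Their levels speak against the explanation only for the abundant TNF-α genes. Their summed rise was 9.28 CPM. This is 1.08% of the 861 CPM summed over the 37 TNF-α genes that rose, with the 11 that fell left out. Abundant genes weigh most in that sum, B4GALT1 alone rising from 82.4 to 213.4 CPM. The share decides nothing for low genes such as CCL5 (0.539 to 1.28 CPM) and CXCL10 (0.444 to 1.22 CPM), which count as much in the median. Among the myeloid genes, CD14 rose from 7.28 to 12.8 CPM and CTSS, the only one called, from 0.882 to 2.77. LYZ was at 7.57 and 7.98 CPM in the groups. The untested genes had at most 15 counts in any tumor. Of these, PTPRC, TYROBP, CSF1R and C1QA were higher in WHIM2/ErlR, and C1QB, C1QC and AIF1 lower. The comparison of levels was chosen after the rise was seen.

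P4 and R1 lay apart from the other tumors of their groups. P4 had a mean correlation of 0.958 with the other parental tumors, which had 0.984 among themselves, and R1 had 0.953 with R2 and R3, which had 0.984. Deviations of P4 and R1 rose with GC content across genes (Spearman's rho 0.41 and 0.34 over 10677 genes, which are not independent replicates) and fell with gene length (-0.42 and -0.43). After correcting each library for both, 82.4% of the gap in correlation was left. The corrected values were also put on the log scale with a smaller added count, which by itself can lower correlations. The correlation of P4 and R1 with their groups hardly moved, from 0.9576 to 0.9572 and from 0.9529 to 0.9533. That among the others fell, from 0.9839 to 0.9786 for parental tumors and from 0.9843 to 0.9796 for R2 and R3. The share left mixes the correction with this change of scale. It does not decide whether these trends are the whole of the gap. A difference in library preparation or RNA quality is a candidate explanation that was not tested, since the labels give no batch. The test was chosen after the pattern was seen.

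The other lists gave the following. The kallikrein genes had a median of 1.74 (8 tested, of which 5 were called and 3 are also drawn in Fig. 5B or Fig. 4C) and the acute-phase genes one of 1.83 (11 tested, of which 4 were called and 4 are drawn there), or 1.10 without R1. The genes higher with erlotinib in single cells (Fig. 3E) had a median of 0.77, with 16 of 24 higher, and those lower with erlotinib one of -0.05, with 14 of 24 lower. Cholesterol synthesis (0.08), endothelium (0.24) and S-phase genes (-0.01) did not pass.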
